# TET-catalyzed 5-hydroxymethylcytosine regulates gene expression in differentiating colonocytes and colon cancer

**DOI:** 10.1038/srep17568

**Published:** 2015-12-03

**Authors:** Christopher G. Chapman, Christopher J. Mariani, Feng Wu, Katherine Meckel, Fatma Butun, Alice Chuang, Jozef Madzo, Marc B. Bissonnette, John H. Kwon, Lucy A. Godley

## Abstract

The formation of differentiated cell types from pluripotent progenitors involves epigenetic regulation of gene expression. DNA hydroxymethylation results from the enzymatic oxidation of 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC) by the ten-eleven translocation (TET) 5-mC dioxygenase enzymes. Previous work has mapped changes in 5-mC during differentiation of intestinal stem cells. However, whether or not 5-hmC regulates colonocyte differentiation is unknown. Here we show that 5-hmC regulates gene expression during colonocyte differentiation and controls gene expression in human colon cancers. Genome-wide profiling of 5-hmC during *in vitro* colonic differentiation demonstrated that 5-hmC is gained at highly expressed and induced genes and is associated with intestinal transcription factor binding sites, including those for HNF4A and CDX2. *TET1* induction occurred during differentiation, and *TET1* knockdown altered gene expression and inhibited barrier formation of colonocytes. We find that the 5-hmC distribution in primary human colonocytes parallels the distribution found in differentiated cells *in vitro*, and that gene-specific 5-hmC changes in human colon cancers are directly correlated with changes in gene expression. Our results support a model in which 5-hmC regulates differentiation of adult human intestine and 5-hmC alterations contribute to the disrupted gene expression in colon cancer.

Differentiation of the intestinal epithelium along the spatially distinct crypt-luminal axis requires gene expression changes mediated in part by epigenetic pathways^1^. Modified cytosine bases include 5-methylcytosine (5-mC), 5-hydroxymethylcytosine (5-hmC), 5-formylcytosine (5-fC), and 5-carboxylcytosine (5-caC) and are one mechanism of epigenetic regulation of gene expression^2^,^3^,^4^,^5^. Changes to 5-mC have previously been implicated in regulation of intestinal differentiation. Specifically, differentially methylated regions have been identified between the stem and differentiated cells of the mouse small intestine. Co-localization of these regions with lineage-specific transcription factor binding sites and enhancer regions suggests that these 5-mC changes play an important role in intestinal differentiation^6^,^7^. Similar observations in hematopoietic and skin cell differentiation suggest that this is a common feature of lineage commitment^8^,^9^.

5-mC is converted to 5-hmC by the ten-eleven-translocation 5-methylcytosine dioxygenase (TET) enzymes^2^,^3^. Although accumulation of 5-mC at gene promoters and enhancers has been associated with gene repression^10^, 5-hmC has distinct biological functions. 5-hmC has been associated with active genes, has been proposed to play a role in numerous demethylation pathways, and may serve as a bona fide epigenetic mark with a distinct set of binding proteins^11^. Recently, mapping of 5-hmC in differentiation of erythroid cells and studies of *Tet2* knockout mice have demonstrated that TET activity is critical for normal hematopoietic differentiation^12^,^13^. However, the importance of TET activity in the differentiation of other cell types remains unclear.

To determine if 5-hmC has a functional role in regulating colonocyte differentiation, we mapped 5-hmC changes during cell-cell adhesion-initiated differentiation of T84 colon adenocarcinoma cells since a similar system had previously been used to map chromatin regulatory regions of small intestinal differentiation^14^. When seeded at low density, these contact-naïve cells proliferate to form a confluent monolayer consisting of polarized cells with high transepithelial electrical resistance and morphological, structural, functional, and transcriptional features of colonocytes *in vivo*^15^,^16^. We extend our studies to human samples by comparing our *in vitro* 5-hmC maps to the 5-hmC profile of primary human colonocytes. Finally, since developmental pathways are frequently dysregulated in cancer^17^, we define regions losing and gaining 5-hmC in human colon cancers, and correlate these alterations with changes in gene expression.

## Results

### 5-hmC is increased during T84 cell differentiation and is associated with epithelial pathways and transcription factor binding sites

T84 cells were seeded at low density and transepithelial electrical resistance was used to monitor T84 cell monolayer formation as cells differentiated (Fig. S1a). Total 5-hmC levels increased in differentiated cells (day 15) relative to proliferating cells (day 0) by dot blot assay (Fig. 1a). We used the hMe-Seal method to isolate and sequence 5-hmC-enriched DNA from cells at days 0, 4, 12, and 15 to determine how 5-hmC distribution changed during differentiation (Fig. S1b–e)^18^. Consistent with our dot blot results, we found that 5-hmC covered an increasing amount of the genome and that hMe-Seal peaks became more intense as differentiation progressed (Fig. 1b and Fig. S1f–j). We found no enrichment of 5-hmC at various genomic elements (CpG islands, CpG shores, promoters, 5′ UTRs, exons, introns, 3′ UTRs, and intergenic regions) at day 0, but significant enrichment at CpG shores and promoter regions by day 4. By day 12 and day 15, a strong 5-hmC signature was observed, with significant enrichment for 5-hmC over CpG islands, CpG shores, promoters, and gene bodies (Fig. 1c). We observed a relative preference for 5-hmC at CpG shores relative to CpG islands (Fig. S1k). To visualize 5-hmC changes over genes, we plotted the 5-hmC profile of an average gene at each time point. This demonstrated that 5-hmC was gained over promoters and gene bodies (Fig. 1d). KEGG pathway analysis demonstrated that 5-hmC peaks were enriched at genes involved in epithelial barrier function, including focal adhesion, adherens junctions, regulation of actin cytoskeleton, and endocytosis (Fig. 1e).

5-hmC frequently colocalizes with transcription factor binding sites^12^,^19^. Therefore, we analyzed genomic sequences covered by 5-hmC and found that they were predicted to bind the HNF4A, RXRA, and CDX2 transcription factors, which are known to regulate intestinal development (Table S1)^20^. We validated this result against ENCODE HNF4A ChIP-seq data acquired from HepG2 cells (Fig. S1l)^21^.

Previous work mapped early and late binding sites of HNF4A, CDX2, and GATA6 as well as the active enhancer mark H3K4me2 during differentiation of the Caco2 colon cancer cell line^14^. We calculated enrichment of 5-hmC at these regions and found that 5-hmC becomes especially enriched at the late binding sites of HNF4A and CDX2. We also observed enrichment of 5-hmC at enhancer regions (Figs 1f,g and S1m). GATA6 binding sites, served as a negative control and showed only weak overlap with 5-hmC. Furthermore, we examined HNF4A binding sites by Tet-assisted bisulfite sequencing (TAB-seq)^22^, which allows for quantification of cytosine, 5-mC, and 5-hmC at single base resolution. We performed TAB-seq at the HNF4A binding sites of *RXRA*, *GNA12*, *VAV2* and at auto-regulatory sites of *HNF4A* (Figs 1h,i and S1n–t). In addition to gain of 5-hmC, we observed demethylation at the binding sites of *VAV2* and *GNA12.* HNF4A binding sites have been associated with regions losing methylation in intestinal differentiation^7^. Since 5-hmC is implicated in demethylation pathways^11^, our data indicate that TET activity at these positions is a mechanism for this observation.

### 5-hmC is associated with highly expressed and induced genes

The increase of 5-hmC in differentiation, association of 5-hmC with important epithelial pathways, and colocalization of 5-hmC with lineage-specific intestinal transcription factor binding sites implicated 5-hmC gains as a regulator of colonocyte differentiation. 

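RNA-seq values of T84 cells at day 0 (proliferating) and day 15 (differentiated) were analysed here. T84 is an established human colon carcinoma line that forms a polarized, tight monolayer on filter supports. The authors mapped reads of poly(A)-selected libraries to hg19 with Bowtie2 and TopHat2 and calculated FPKM with Cufflinks and an Ensembl gene annotation. The deposited table holds 60118 entries with 1 FPKM value for each day, and 31549 entries were above 0 at day 0 and 32952 at day 15. The paper gives 2 biological replicates as the input of Cuffdiff (Fig. 3a legend), its Fig. 2 legend says that the sequencing data shown there represent 1 of 2 replicates, and the labels give 1 RNA-seq sample per day. None of these says whether the deposited values come from 1 replicate or from both. With 1 value per gene and day there is no replicate error, so no test was run and each difference below has no replicate check. The table holds no read counts, its low values did not show the steps of whole reads, and the sequencing depth is therefore unknown.

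The entries with the highest FPKM were mostly small structural RNAs and the loci that contain them. The mitochondrial protein-coding gene *MT-ND6* (FPKM 44817 at day 0 and 39583 at day 15) was also among the 10 highest on both days. The highest at day 15 was an entry that joins the mitochondrial transfer RNA genes *MT-TA*, *MT-TC*, *MT-TN* and *MT-TY* (FPKM 130237 at day 0 and 318249 at day 15). The next was *WDR74* (209095 and 209035), whose gene body overlaps the U2 small nuclear RNA copy *RNU2-2P*. The U2 copy *RNU2-59P* (157444 and 110360) and *RMRP*, the RNA component of RNase MRP (118515 and 70019), were also among the 10 highest on both days. The 10 highest entries held 51.0% of the summed FPKM at day 0 and 53.7% at day 15. FPKM divides by transcript length, which raises the values of short entries, so these are not shares of the reads. Gene values were compared as the log2 ratio of FPKM + 1 at day 15 over day 0, among the 19267 entries with a mean FPKM of at least 1, and a gene is called higher or lower where this ratio passes 2-fold. The pseudocount of 1 makes this ratio smaller than the plain fold for weakly expressed genes. How strand was treated is not given in the sources used here, so reads of overlapping genes cannot be assigned with certainty.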

To identify the relationship between 5-hmC and gene expression, we used RNA-seq to quantify transcript levels at each time point of differentiation. KEGG pathway analysis showed that genes associated with MAPK signaling were induced, and numerous metabolic and disease-associated pathways were repressed (Fig. S2a). 

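Among genes of the mitogen-activated protein kinase (MAPK) pathway, more were higher than lower at day 15, while genes of oxidative phosphorylation and nucleotide synthesis were mostly lower. The gene lists used here are not the KEGG sets of the paper, and its KEGG analysis was not repeated. Of 137 MAPK signaling genes with a mean FPKM of at least 1, 21 were higher, 8 were lower and 108 were neither. The largest ratios belonged to *NR4A1*, an immediate early gene that encodes an orphan nuclear receptor (FPKM 113 at day 0 and 816 at day 15), the cytokine gene *IL1B* (0.990 and 12.2) and the phosphatase gene *PTPRR* (4.66 and 31.4). At the other end stood the actin crosslinker *FLNA* (239 and 54.1), *STMN1* (99.6 and 28.9), a regulator of microtubules, and the phosphatase gene *DUSP14* (11.3 and 2.93). The median log2 ratio of the list was 0.01. This is above 85.5% of the medians of 10000 random lists matched on mean expression, and above 99.8% where the random lists were drawn from protein-coding genes only.

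None of the 57 measured nuclear genes of oxidative phosphorylation was higher, 43 were lower, and the median log2 ratio was −1.31, below all random lists. The lowest ratios were those of *NDUFS8*, a complex I subunit (FPKM 153 and 32.2, 4.76-fold lower), the ATP synthase subunit gene *ATP5G1* (64.2 and 14.0) and *NDUFA4* (551 and 129). In the tricarboxylic acid (TCA) cycle, 11 of 22 genes were lower and none was higher (median −0.97), with the largest difference in *SDHB* (157 and 42.2), *DLAT* (44.3 and 12.0) and *FH* (64.1 and 21.2). Of 28 genes of nucleotide and one-carbon synthesis, 24 were lower and none was higher (median −1.42), among them the thymidine kinase *TK1* (83.6 and 18.4), *PRPS1* (26.7 and 5.38) and *DUT* (114 and 28.2). Cholesterol synthesis was less one-sided, with 6 genes lower, including *MVK* (50.7 and 15.7), and 1 higher of 22 (median −0.48, above 54.0% of random lists of protein-coding genes, so it did not stand apart from them). Glycolysis was divided, with 4 genes higher and 5 lower of 17 (median −0.10, or 0.11 with the protein-coding median set to 0). Its abundant enzymes *TPI1* (1095 and 417) and *PKM* (1272 and 492) were lower, while *ALDOC* (13.3 and 44.7), the lactate exporter *SLC16A3* (12.2 and 36.9) and *HK2* (21.2 and 48.7) were higher.

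**Figure D1:**
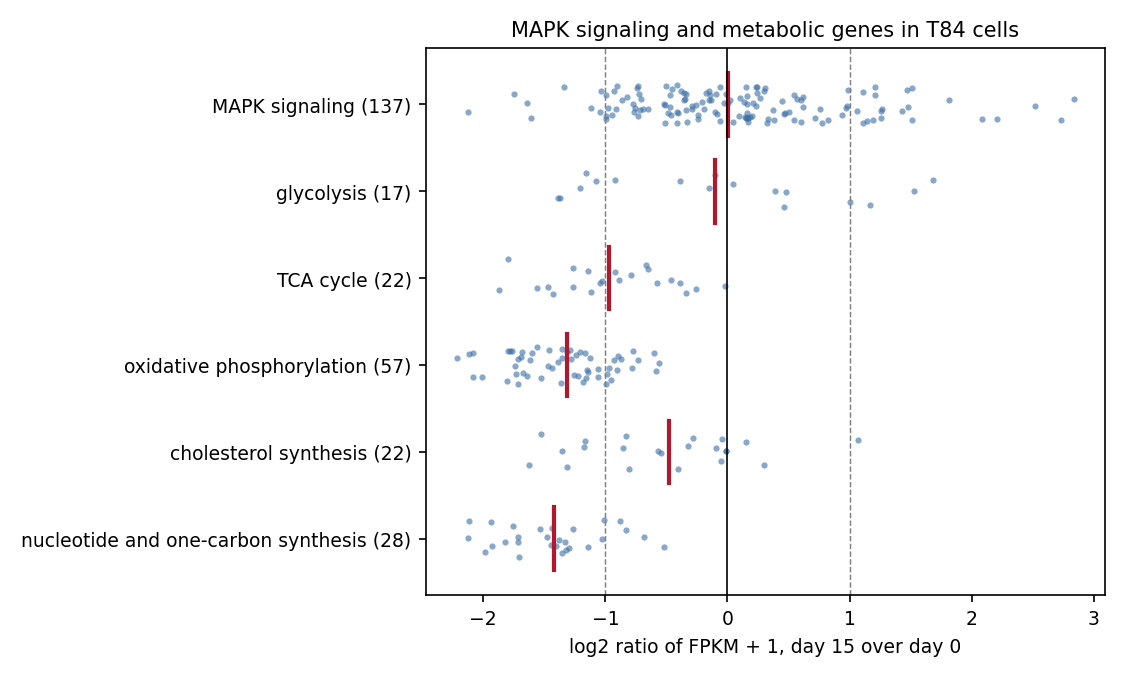
Log2 ratio of FPKM + 1 at day 15 over day 0 (horizontal axis) for the genes of the MAPK signaling and metabolic lists with a mean FPKM of at least 1. Each point is 1 gene, red bars are list medians, dashed lines mark 2-fold, and the number of genes is in parentheses. Every gene of oxidative phosphorylation and nucleotide synthesis lies left of 0, whereas MAPK signaling genes lie on both sides. The MAPK median of 0.01 turns to −0.15 when the median of all genes is set to 0. This scaling puts the median of protein-coding genes at −0.34.

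When day 15 was rescaled so that the median log2 ratio of all genes was 0, the MAPK list had 18 genes higher and 17 lower, with a median of −0.15. This scaling moved the median of protein-coding genes to −0.34. With equal FPKM sums the MAPK median was −0.04. It stayed above 0 with equal 75th percentiles and with the protein-coding median set to 0. Short protein-coding transcripts were lower as a class at day 15, and random protein-coding lists matched on length and GC content as well as expression had a median of −1.03 for oxidative phosphorylation and −0.69 for the TCA cycle, against −0.45 for nucleotide synthesis. The TCA cycle median lay above 8.40% of these matched lists, inside their central 95%, so it did not stand apart from them. Oxidative phosphorylation (above 0.55%) and nucleotide synthesis (below all) did. The MAPK median lay above 98.1% of its matched lists, which had a median of −0.18. Length was matched in only 5 bins, so length differences among the short transcripts of oxidative phosphorylation were not fully matched.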

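At day 15, 32952 entries had an FPKM above 0 and 27166 were listed at 0. The 25th, 50th, 75th and 90th percentiles of the entries above 0 were 0.341, 2.15, 13.0 and 40.0 FPKM. For the 14981 entries above 0 that match a protein-coding gene, the same percentiles were 0.776, 7.15, 21.4 and 50.1. The classes between these percentiles held 8238, 8238, 8237, 4943 and 3296 entries, from lowest to highest. Protein-coding genes made up 33.2%, 28.2%, 53.6%, 72.0% and 59.3% of the classes in this order.

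Most measured genes of oxidative phosphorylation, glycolysis and focal adhesion stood in the highest class. It held 36 of 57 genes of oxidative phosphorylation, 13 of 17 of glycolysis and 39 of 63 of focal adhesion and the actin cytoskeleton. It also held 19 of 31 markers of colonocyte differentiation, 18 of 27 genes of the hypoxia response and 14 of 31 intestinal transcription factors, among them *HNF4A* (FPKM 99.0) and *CDX2* (85.9). Of DNA replication and the cell cycle 10 of 51 genes stood there, and of nucleotide synthesis 4 of 28, where the highest class held 1954 of all 10731 protein-coding genes compared. The creatine kinase *CKB* (571 at day 0 and 5870 at day 15) and the cytoskeletal actin *ACTB* (5210 and 4602), which overlaps an annotated microRNA on the same strand, were near the top of protein-coding genes. *CKB* and *ACTB* are named by a rule added after the values were seen, because several of the highest protein-coding entries, such as *EIF4A2* (129364 at day 15) and *RCC1* (13690), host small nucleolar RNA genes. A higher class at day 15 did not mean a higher value than at day 0: in the highest class, 264 of 1954 protein-coding genes were higher and 441 were lower.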

We separated genes by expression level at day 15 (Fig. 2a), and found a positive correlation between 5-hmC and expression (Fig. 2b). 

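Markers of colonocyte differentiation, the joint list of goblet cell and mucin genes, and hypoxia response genes were mostly higher at day 15 than at day 0. Cell cycle, histone and interferon response genes were mostly lower. Of 31 colonocyte markers with a mean FPKM of at least 1, 19 were higher and none was lower (median log2 ratio 1.38, above all of 10000 random lists matched on expression). They were led by the adhesion molecule *CEACAM7* (FPKM 0.781 and 176) and the chloride-bicarbonate exchanger *SLC26A3* (6.04 and 213). *KRT20*, a keratin of mature colonocytes, was abundant on both days (314 and 354). Of 15 goblet cell and mucin genes, 8 were higher and 1 was lower (median 1.1). *BCAS1* (0.717 and 17.0) and the membrane mucin *MUC17* (0.885 and 12.3) had large ratios, and the lower gene was *REG4* (29.9 and 2.25). Of 27 hypoxia response genes, 15 were higher and none was lower (median 1.17), including the prolyl hydroxylase *EGLN3* (6.14 and 98.9) and the carbonic anhydrase *CA9* (19.4 and 138). Among 31 intestinal transcription factors, 6 were higher and 1 was lower (median 0.38). *NR1H4*, the bile acid receptor (0.115 and 6.28), and *KLF4* (27.4 and 91.1), which restrains proliferation, were higher, and *CDX1* (90.6 and 41.7) was lower.

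Of 51 genes of DNA replication and the cell cycle, 44 were lower and none was higher (median −1.60), with the largest differences in *PCNA*, the sliding clamp of DNA polymerases (283 and 37.2, 7.62-fold lower), *MCM2* (80.5 and 13.0) and *MCM5* (93.3 and 17.5). Of 62 histone genes, 56 were lower and 1 was higher (median −2.08). Most histone transcripts lack a poly(A) tail and are short, and random protein-coding lists matched on length and GC content had a median of −1.16. The higher histone entry, *HIST1H2APS3*, is a pseudogene listed at 0 at day 0. Of 31 interferon response genes, 20 were lower and none was higher (median −1.31), for example *IFI6* (99.0 and 6.61, 15.0-fold lower), *IFIT1* (15.7 and 1.78) and *OAS3* (75.8 and 12.2). Intestinal stem cell genes and WNT targets were mostly neither, with 4 of 20 lower, none higher and a median of −0.28. The lower ones included the WNT antagonist *DKK1* (71.8 and 2.57, 28.0-fold lower) and the receptor *EPHB2* (28.8 and 8.94).

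**Figure D2:**
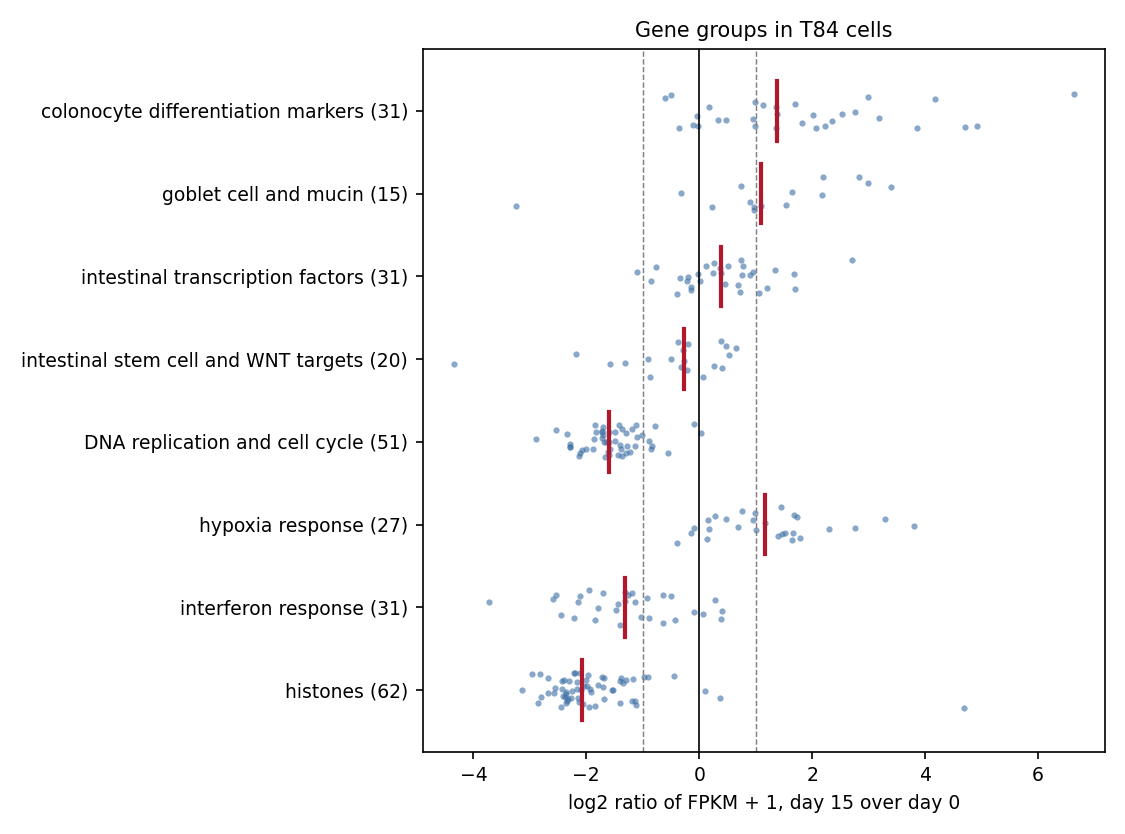
Log2 ratio of FPKM + 1 at day 15 over day 0 (horizontal axis) for genes of 8 groups with a mean FPKM of at least 1. Each point is 1 gene, red bars are group medians, dashed lines mark 2-fold, and the number of genes is in parentheses. Medians range from −2.08 for histones to 1.38 for colonocyte differentiation markers, and the sign of each of the 8 medians was kept under every scaling tried.

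Across the 19267 entries compared, 4028 were higher, 2772 were lower and 12467 were neither. This lean depends on the filter and on the scaling. There were 2354 higher and 2418 lower at a mean FPKM of at least 5. With the median of all entries set to 0 there were 3406 higher and 3379 lower, and with the protein-coding median set to 0, 5041 and 2034. As deposited, protein-coding genes leaned lower, with 1029 higher and 1957 lower of 10731 (34.5% higher among those past 2-fold). Of 3795 entries of other annotated types, 1750 were higher and 470 were lower (78.8%). A further 3739 entries matched no gene of the annotation used here, and 1144 of them were higher and 182 lower. The share for protein-coding genes was 24.5% with the median of all entries set to 0, 41.8% with equal 75th percentiles, 27.5% with FPKM on both days scaled to TPM (equal sums, with values smaller on both days and so more weight on the pseudocount), and 51.4% with the protein-coding median set to 0, a scaling added after the values were seen. Protein-coding genes in the shortest class of 5 by transcript length (294 to 1815 bases) had a median log2 ratio of −0.72, and those in the longest (5860 to 34626 bases) 0.04. The 10 largest ratios in each direction came from entries listed at 0 on 1 day, mostly small RNAs. They included *RN7SK*, listed at 0 at day 0 and at 64826.5 at day 15, and the long noncoding RNA *MALAT1*, at 994 at day 0 and listed at 0 at day 15. For these no fold is given.

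Among protein-coding genes above 0 on both days, a selection also added after the values were seen, the largest ratios up after *CEACAM7* were those of *PNCK* (0.467 and 130), which overlaps *SLC6A8* on the opposite strand, *SCGB2A1* (0.264 and 46.1), *LGI4* (0.590 and 48.5), *SLC26A3*, *GABRA2* (0.0981 and 31.8), *IGFBP2* (0.177 and 33.7) and *ISM2* (0.286 and 23.9), apart from *SLC11A2* and *SLC26A2*. The largest down was that of *NLRP1* (111 and 0.572), whose gene body contains the small nuclear RNA copy *RNU7-31P*. It was followed by *DKK1*, the matrix metalloproteinase *MMP7* (154 and 9.95, 15.5-fold lower), *PLET1* (16.1 and 0.213), *IFI6*, the xenobiotic-metabolizing *CYP1A1* (75.6 and 4.87), *TESC* (73.3 and 6.72), *FAM89A* (57.6 and 5.09), *REG4* and *HIST3H2BB* (190 and 20.7).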

To test the relationship between gene induction over the time course and 5-hmC levels, we identified genes with changed expression and plotted 5-hmC levels. We found that up-regulated genes had higher 5-hmC levels than genes that were down-regulated or had unchanged expression over the time course (Fig. 2c). To confirm these correlations, we performed the inverse analyses and examined expression as a function of 5-hmC. Highly hydroxymethylated genes were more highly expressed (Figs 2d and S2b), and genes with the highest levels of 5-hmC were more likely to be induced (Fig. 2C), and had a greater median fold change than genes with lower 5-hmC levels (Fig. S2c). Examples of genes that gain both 5-hmC and expression include *MUC20*, *SLC11A2*, *SLC26A2*, *SLC6A8*, *FXYD1*, and *NDRG1* (Figs 2f,g and S2d–g). 

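The 6 genes all had higher FPKM at day 15 than at day 0. Coordinates are those of GENCODE release 44 on GRCh37. *SLC26A2*, a sulfate transporter (chromosome 5, 149340321 to 149373018), had an FPKM of 8.97 at day 0 and 260 at day 15, 29.0-fold higher. *SLC11A2*, a transporter of divalent metal ions such as iron (chromosome 12, 51373184 to 51422349), had 51.3 and 1402, 27.3-fold higher. *SLC6A8*, the creatine transporter (chromosome X, 152953381 to 152962043), had 64.6 and 664, 10.3-fold higher. *NDRG1*, a gene of the hypoxia and stress response (chromosome 8, 134249418 to 134314265), had 93.8 and 929, 9.90-fold higher. *MUC20*, a membrane mucin (chromosome 3, 195447755 to 195467994), had 70.8 and 569, 8.05-fold higher. *FXYD1*, which encodes phospholemman, a regulator of the sodium-potassium pump (chromosome 19, 35629728 to 35634013), has no entry of its own and stands in an entry joined with *FXYD7*, at 0.288 and 7.00, 24.3-fold higher.

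On the log2 scale of FPKM + 1 the ratios were 4.71 for *SLC26A2*, 4.75 for *SLC11A2*, 3.34 for *SLC6A8*, 3.29 for *NDRG1*, 2.99 for *MUC20* and 2.63 for the *FXYD1* entry. Each of the 5 genes with an entry of its own was in the highest expression class at day 15, and its ratio was larger than those of at least 99.4% of protein-coding genes (99.2% for the *FXYD1* entry). The value of *FXYD1* depends most on the pseudocount, with 4.19 at a pseudocount of 0.1. The study chose these genes on these samples, so their shared direction is not independent evidence.

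**Figure D3:**
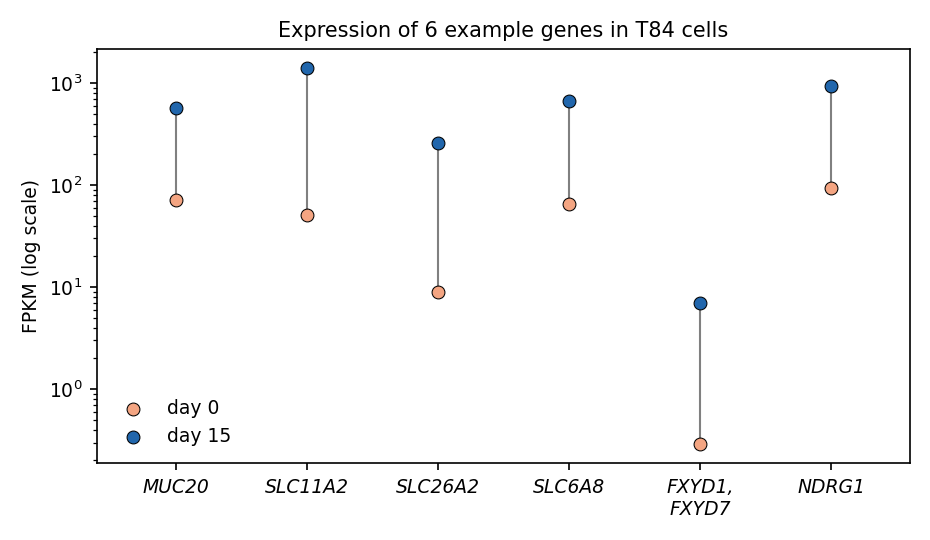
FPKM (vertical log axis) of the 6 genes at day 0 (orange) and day 15 (blue), 1 value per day, with a line joining the days. Every day 15 point lies above its day 0 point, from 0.288 and 7.00 for the joined *FXYD1* entry to 51.3 and 1402 for *SLC11A2*.

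Some of these values can include reads of neighbours. *SLC6A8* overlaps *PNCK* and *FXYD1* overlaps *LGI4* on the opposite strand, and both of these neighbours were higher at day 15 as well. *SLC26A2* overlaps the protein-coding gene *TIGD6*, also on the opposite strand. On the same strand, *MUC20* overlaps the noncoding *MUC20-OT1*, *NDRG1* a long noncoding RNA gene, and *SLC11A2* contains a U6 small nuclear RNA copy.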

Association of 5-hmC with highly expressed and induced genes suggested that 5-hmC had an important role in regulation of gene expression during differentiation.

### TET1 regulates gene expression in differentiating colonocytes

To test for functional significance of TET activity during differentiation, we performed *TET1* knockdown experiments since *TET1* was induced during differentiation (Fig. 3a, S3a,b) and since *TET1* has been implicated as a tumor suppressor and regulator of the WNT pathway in carcinomas, including colon cancer^23^. 

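*TET1* was weakly expressed on both days and higher at day 15. Its FPKM was 0.443 at day 0 and 1.11 at day 15, 2.5-fold higher (chromosome 10 of GRCh37, 70320094 to 70454244). *TET2* had 5.02 and 11.3, 2.25-fold higher, and *TET3* 11.4 and 12.9, so both exceeded *TET1* on each day. Of the DNA methyltransferases, the maintenance enzyme *DNMT1*, in an entry joined with *S1PR2*, had 141 and 47.9, 2.94-fold lower, and *UHRF1*, which recruits it to replicated DNA, had 26.9 and 5.46, 4.94-fold lower. The de novo enzyme *DNMT3A* had 2.79 and 7.18, 2.58-fold higher, and *DNMT3B* 1.33 and 0.799.

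**Figure D4:**
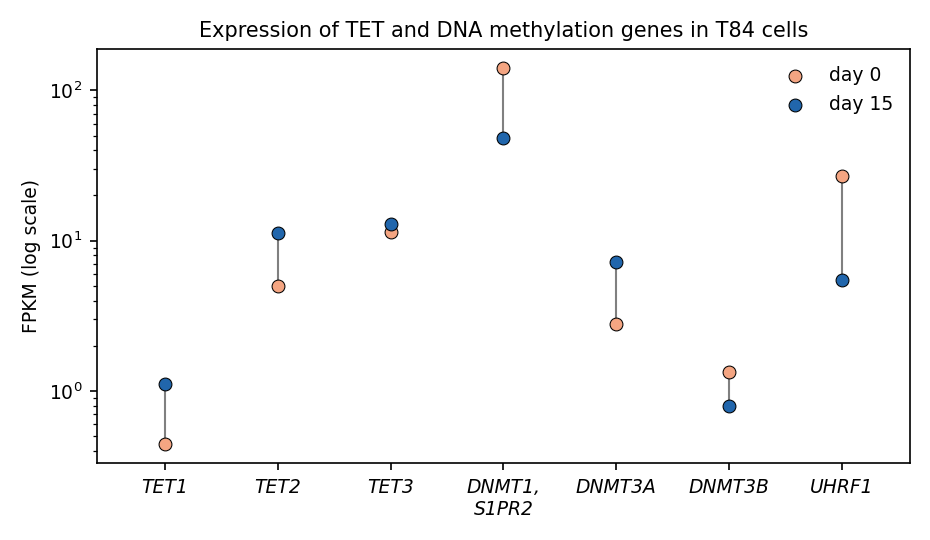
FPKM (vertical log axis) of *TET* and DNA methylation genes at day 0 (orange) and day 15 (blue), 1 value per day, with a line joining the days. *TET1* lies lowest at day 0 (0.443), and the largest distance downwards is that of *UHRF1* (26.9 to 5.46).

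On the log2 scale of FPKM + 1 the ratio of *TET1* was 0.55, larger than that of 80% of protein-coding genes with a mean FPKM of at least 1. It did not pass 2-fold on this scale, in which the pseudocount exceeds the day 0 value, and was 1.16 at a pseudocount of 0.1. The mean FPKM of *TET1* is under 1, so it was not among the genes counted as higher or lower. *TET2* (1.03) and *DNMT3A* (1.11) passed 2-fold as deposited, but neither did with the median of all genes set to 0 (0.89 for *TET2*). Of 19 genes of TET and DNA methylation enzymes with a mean FPKM of at least 1, these 2 were higher and 4 were lower, among them *APEX1* (59.5 and 16.1) and *IDH2* (124 and 45.5). The paper gives the induction of *TET1* as one of its reasons for knocking down this gene, next to earlier work on *TET1* in carcinomas. Its Fig. 3a gives Cuffdiff q-values for *TET1* expression over the time course, with 2 biological replicates as input.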

Differential expression analysis of cells expressing a control versus *TET1* targeting hairpin at day 15 (Fig. 3b) revealed that differentially regulated genes were enriched for genes coding for proteins targeted to the cell membrane and extracellular space (Fig. 3c). To identify potential direct *TET1* targets, we identified differentially expressed genes that were hydroxymethylated, including: *SLC26A3*, *SLC20A1*, *SLC26A2*, *AXIN2*, *ST3GAL4*, *RARG*, and *PHGR1* (Figs 3d–f, S3c,d). Given the exquisite sensitivity of *SLC26A3* to *TET1* knockdown, we integrated the 5-hmC profile of this gene with ENCODE data from HepG2 cells to infer the epigenetic context of 5-hmC at this locus. This analysis revealed that 5-hmC is gained at a region marked by H3K4me1, H3K4me2, and H3K27ac and is defined as an enhancer region by the ChromHMM model of chromatin segmentation (Fig. 3g)^24^. To determine if the gene expression changes observed on *TET1* knockdown had a functional consequence on colonocyte function, transepithelial electrical resistance (TER) measurements were performed on cells depleted of *TET1*. We found that *TET1* knock down attenuated TER at late time points (Fig. 3h), demonstrating that gene expression changes introduced on *TET1* knockdown compromised barrier formation *in vitro*.

### The 5-hmC distribution of primary human colonocytes is similar to that of differentiated T84 cells and is altered in human cancers in association with gene expression changes

To compare the 5-hmC profile observed *in vitro* with the distribution found *in vivo*, we performed hMe-Seal on isolated colonocyte fractions from two patients. We found that more regions of the genome were covered by 5-hmC peaks in primary human colonocytes than in differentiated T84 cells, consistent with a previous report that 5-hmC levels are lower in cell lines^25^. Despite the larger amount of 5-hmC found *in vivo*, sixty-five percent of regions covered by 5-hmC *in vitro* were also hydroxymethylated *in vivo* (Fig. 4a). Moreover, nearly all genes with a 5-hmC peak *in vitro* also had a 5-hmC peak *in vivo* (Fig. 4b). This analysis demonstrated that genes regulated by 5-hmC *in vitro* are also regulated by 5-hmC *in vivo*. Like our *in vitro* data, patient samples had high 5-hmC levels at HNF4A binding sites and at genes in similar KEGG pathways (Fig. S4a–e). These results show that while 5-hmC may regulate more genes *in vivo* the biological function is likely similar.

Altered regulation of developmental pathways such as the WNT, Hedgehog, Notch, and BMP pathways is recognized as a hallmark of cancer^17^. Since our results delineate a role for 5-hmC in regulating normal differentiation, we tested whether or not 5-hmC distribution is altered in primary human colon cancers by performing cell-type specific hMe-Seal on isolated colonocytes from matched colon cancer and adjacent normal samples to identify genes that lose or gain 5-hmC in cancer (Fig. S4f). Using The Cancer Genome Atlas (TCGA) dataset, we found that 163 of 222 genes losing 5-hmC in cancer also lost expression, and that 96 of 175 genes gaining 5-hmC in cancer gained expression (Fig. S4g). Examples of genes with hydroxymethylation and gene expression changes include: *CA2*, *FMN2*, *PDCD4*, *PKIB*, *SLC26A2*, *BMP7*, *NKD2*, *TESC*, and *TGFBI* (Figs 4c–h and S4h–l). Gene expression changes for these genes were further validated using qPCR (Fig. S4m). We further quantified changes in 5-hmC, 5-mC, and cytosine in additional independent patient samples at *PKIB* and *FMN2* using TAB-seq. Consistent loss of 5-hmC at these loci demonstrates that this is a common feature of colon cancers (Fig. 4i,j).

Given that we observed gene-specific changes in 5-hmC, we performed pathway analysis to determine if certain KEGG pathways were enriched for gaining or losing 5-hmC in cancer. Surprisingly, we could not identify pathways that were significantly enriched for genes gaining or losing 5-hmC in the colon cancer samples relative to adjacent normals. Since we had identified the focal adhesion, adherens junctions, regulation of actin cytoskeleton, and endocytosis pathways as being enriched for 5-hmC in differentiated T84 cells, we determined if these pathways had alterations to 5-hmC levels in cancer. Plotting 5-hmC levels over genes in these pathways revealed that there were no consistent changes of 5-hmC levels over these pathways (Fig. S5), demonstrating that while gene-specific changes may contribute to altered expression in cancer, consistent pathway-wide changes in 5-hmC could not be identified.

## Discussion

Our results identify a previously unappreciated role for 5-hmC in regulating epithelial differentiation. We observe accumulation of 5-hmC at intestine specific genes and transcription factor binding sites. Integration of hMe-Seal and RNA-seq data demonstrates that 5-hmC is particularly enriched at highly expressed and/or induced genes, and *TET1* knockdown shows functional significance of TET activity in colonocyte differentiation. Mapping of 5-hmC in primary colonocytes and cancers demonstrates that perturbations to TET activity are a mechanism of altered expression in cancer.

Previous studies have profiled cytosine modifications during differentiation of small intestinal epithelium using bisulfite-based techniques unable to distinguish 5-mC and 5-hmC^6^,^7^,^26^,^27^. These experiments revealed relatively few changes between the stem and differentiated populations. In contrast, our studies reveal that gains in 5-hmC during differentiation are relatively common. This suggests that transitions between 5-mC and 5-hmC, which would not be detected by bisulfite-based techniques, may be more frequent than transitions between modified (5-mC and 5-hmC) and unmodified cytosines.

Co-localization of 5-hmC with lineage-specific transcription factor binding sites suggests either that multiple transcription factors direct TET enzymes to target loci or that TET activity is required for subsequent transcription factor binding. Previous work has demonstrated that CDX2 functions as a pioneer transcription factor triggering chromatin remodeling^28^. Although we find greater enrichment of 5-hmC at HNF4A binding sites, these transcription factors frequently regulate the same regions^14^. Future work should explore the molecular interactions between these transcription factors and the TET enzymes, and determine how TET activity at these regions is coordinated with other aspects of chromatin remodeling. Our data at *SLC26A3* and regions marked by H3K4me2 suggest that TET activity is likely integrated with other chromatin modifying enzymes at enhancer regions. Future work should interrogate the role of each TET enzyme in regulating distinct chromosomal regions and gene sets during epithelial differentiation.

Previous reports have identified 5-hmC loss as a hallmark of cancer, including colon cancer^23^,^29^,^30^,^31^,^32^,^33^,^34^. However, many of these studies measured only global 5-hmC content without genome-wide mapping. Our studies reveal both locus-specific losses and gains of 5-hmC in cancer. These 5-hmC changes occur at genes coding for proteins involved in regulating intestinal development and cancer cell proliferation. For example, we demonstrate significant loss of 5-hmC at *FMN2*, a gene whose protein product promotes cell cycle arrest by inhibiting the degradation of p21^35^. 5-hmC gains occur at genes including *NKD2*, a gene coding for a regulator of Wnt and TGFa/EGFR signaling^36^,^37^,^38^, and *BMP7*, a member of the TGF-beta superfamily^39^. Gain of 5-hmC also occurs at *TGFBI*, a gene whose over-expression in colon cancer has been considered as a prognostic biomarker and target for therapy since TGFBI promotes metastasis^40^. Similarly, *TESC* codes for a member of the calcineurin homologous protein family that has been reported to activate NF-κB and possibly Akt signaling pathways to control the survival and proliferation of colorectal cancer cells^41^.

Correlation of 5-hmC alterations with tumor-associated changes in gene expression suggests that 5-hmC changes can contribute to both gene activation and repression in cancer. These epigenetic lesions are of particular interest since they are potentially reversible with epigenetic targeting agents, and future work should determine whether or not any of these locus-specific 5-hmC changes predict response to these drugs. Finally, by defining regions with altered 5-hmC in colon cancer, our work provides a starting point for identifying key genomic regions that could be epigenetically altered in other epithelial malignancies and advances our understanding of the molecular mechanisms underlying tumorigenesis.

## Methods

### T84 *in vitro* differentiation cell culture

T84 human colon carcinoma epithelial cells were grown in biologic triplicate on tissue culture-treated 6-well Transwell filter support units (0.4-μm pore size). The culture medium employed was a 1:1 mixture of Dulbecco’s modified Eagle’s medium (DMEM) and Ham’s F-12 nutrient mixture supplemented with heat-inactivated fetal bovine serum (FBS) and 100 U/mL penicillin/0.1 mg/mL streptomycin. The cells were grown in a humidified 5% CO_2_ atmosphere at 37**°**C. Culture media was replaced approximately every 48 hours. The monolayers were grown until achieving differentiation with transepithelial resistance (TER) measurements of >2,000 Ω ⋅ cm^2^.

### Transepithelial electrical resistance (TER) measurement

TER was measured with a MilliCell-ERS volt-ohmmeter (Millipore) and chopstick current electrodes approximately every 48 hours prior to culture medium exchange. All TER values were normalized by subtracting the baseline resistance measurement across the Transwell filter support unit in the absence of cells.

### Quantification of 5-hmC by dot blot

Dot blot assays were performed as previously described^19^. Briefly, genomic DNA was sonicated, 5-hmC was conjugated to UDP-6-N3-Glu^18^, and biotinylated by addition of 4.5 nm Click-IT Biotin DIBO Alkyne (Life Technologies). The biotin labeled DNA was purified and spotted on HyBond N + membrane (GE Healthcare Life Sciences). Membranes were probed with Avidin-HRP and dots were visualized with Western Lightning ECL reagent (PerkinElmer).

### 5-hydroxymethylcytosine selective chemical labeling (hMe-Seal)

hMe-Seal followed previously published protocols^18^,^19^. Briefly, 20 μg genomic DNA was sonicated to 250 base pairs (Covaris), conjugated to UDP-6-N3-Glu with β-GT, and purified with Micro Bio-Spin Columns (Bio-Rad). 5-hmC was subsequently biotinylated by addition of DMCO-S-S-PEG3-Biotin Conjugate (Click Chemistry Tools). Biotinylated DNA was isolated using streptavidin-coated magnetic beads (Invitrogen). After washing beads, labeled DNA was released with 50 mM DTT and purified sequentially with Micro Bio-Spin Columns (Bio-Rad) and MinElute reaction cleanup kits (Qiagen). The concentration of the isolated DNA was measured by Qubit (Qiagen).

### hMe-Seal read mapping and peak calling

Reads were mapped to the hg19 genome using the BWA- backtrack algorithm. Peak calling was performed using MACS 1.4.

### Enrichment calculations for 5-hmC at genomic elements

Enrichment for 5-hmC at genomic regions used previously described permutation analyses^19^.

Genomic coordinates of 5′ UTRs, 3′ UTRs, exons, introns, and CpG islands were obtained from the UCSC Table Browser^42^. Promoter regions were defined by downloading TSS sites from the UCSC Table Browser and using the bedtools suite to generate a bed file of coordinates 2 kb downstream to 500 bp upstream of TSSs. Genomic coordinates of CpG shores were deduced from the locations of CpG islands by using the bedtools suite to define regions 2 kb adjacent to each CpG island.

To calculate enrichment of 5-hmC over each annotation, each peak identified by MACS 1.4 was annotated with the number of tags mapping to that region (also outputted by MACS 1.4). The number of tags mapping to each peak was divided by the length of that peak to determine tags/bp over that peak. The peak bed file was then intersected against genomic annotations. For each intersection of a peak and a genomic annotation, the length of the intersection in bases was multiplied with the number of tags per base for that peak island in order to obtain the number of sequencing tags at each intersection:

(Length of the intersection between peak and genomic annotation in bps) × (sequencing tags per base at peak island) = sequencing tags over intersection

Summing these values for all intersections genome-wide gives the absolute number of sequencing tags over each annotation being analyzed. This value served as an “observed” value for enrichment calculations.

To calculate enrichment, the observed value was divided by an expected value. The expected value was determined by scrambling 5-hmC peaks across the genome using the bedtools shuffle command and repeating the calculation described above. Shuffling was performed 1,000 times for each enrichment analysis, and the average value obtained from these random permutations was used as the expected value in enrichment calculations.

For all enrichment calculations, each biological replicate was treated independently, and results averaged to give enrichment values at each time point and over each annotation.

### KEGG pathway analysis

A list of genes with 5-hmC peaks within 2 kb of their gene body was generated by first downloading the positions of all RefSeq genes from the UCSC table browser. The bedtools slop command was used to lengthen the positions of these genes by 2 kb. This file was then intersected with the output of MACS 1.4 peaks at day 15. The gene list outputted by this command was used in KEGG pathway analysis performed on the DAVID Bioinformatics Resources 6.7 website (https://david.ncifcrf.gov/).

### Genomic positions of *GATA6*, *HNF4A*, *CDX2*, and H3K4me2 in proliferating and differentiated cells

Positions of these transcription factor binding sites and histone modification have previously been determined in Caco2 cells^14^. The positions of these features were acquired from GEO (GSE23436). Peaks were converted from hg18 to hg19 coordinates using the UCSC liftover tool.

### Quantification of 5-hmC over genes

To quantify 5-hmC over gene bodies, a gtf file was created with positions of all RefSeq genes. For genes with a MACS 1.4 called peak over their gene body, Ht-seq count was used to sum hMe-Seal reads over these genes. To control for gene length, the number of 5-hmC sequencing tags mapping to each gene was then divided by the length of the gene to give 5-hmC density over each gene. Plotting the distribution of gene density yielded the histogram in Fig. S2b. The histogram demonstrated a normal distribution with a right tail. Therefore, genes were binned by 0-25, 25-75, 75-98, and 98–100 percentile.

### Plotting hMe-Seal data around genomic elements

To visualize 5-hMe-Seal sequencing data around a given genomic feature (e.g., gene bodies, CpG islands, and transcription factor binding sites), the ngs-plot software was used^43^. Positions of CpG islands were obtained from the UCSC table browser. Positions of transcription factor binding sites were acquired from previously published datasets as described above. Sam files aligned by bwa were used as input.

### Tet-assisted bisulfite sequencing (TAB-seq)

TAB-Seq was performed using the Wisegene 5-hmC TAB-Seq kit according to the manufacturer’s protocol. Bisulfite treatment was performed using the MethylCode Bisulfite Conversion Kit (Life Technologies, MECOV-50). PCR reactions used ZymoTaq (Zymo Research). PCR products were cloned using the NEB PCR cloning kit (NEB E1202S).

### RNA-seq read mapping and expression analysis

RNA-seq analysis followed a published protocol^44^. Reads were mapped to the hg19 genome using Bowtie2 and TopHat2. Gene expression quantification was performed using Cufflinks to calculate fragments per kilobase of transcript per million mapped reads (FPKM), and Cuffdiff to perform differential expression analysis. All gene analyses used a GTF file obtained from Ensembl.

### Generation of T84 cells stably expressing shRNAs

Production of lentiviral particles and subsequent infection of target cells followed the pLKO.1 protocol found at http://www.addgene.org/tools/protocols/plko/. Infection was performed with a final polybrene concentration of 8 μg/mL. Cells expressing the desired shRNAs were selected using puromycin (8 μg/mL, Santa Cruz). pLKO.1 plasmids coding for *TET1* targeting hairpins were previously described^45^.

### Analysis of the cancer genome atlas (TCGA) data

Level 3 TCGA data were downloaded from the TCGA data matrix. Gene level RSEM data, calculated by the TCGA, were used to measure expression. Heat maps were generated by the UCSC cancer browser^46^. Wilcoxon-Rank sum tests were used to test for differential expression on TCGA data. Test statistics were Bonferonni corrected.

### Preparation of isolated colonocytes from surgically resected mucosa

We adapted a method to isolate a nearly pure population of colonocytes^47^. Colon crypts from surgically resected mucosa stripped from muscle of four patients with moderately differentiated sporadic colon cancer and adjacent normal colon were isolated by EDTA/EGTA at 4 °C. Crypts were released by gentle shaking and separated from stromal cells by centrifugation at 40 g for 2 min. Isolated crypts stained for positive (CK20) and negative (vimentin) markers.

## Additional Information

**Accession Numbers**: Next generation sequencing datasets are available at http://www.ncbi.nlm.nih.gov/geo: GSE55391.

**How to cite this article**: Chapman, C. G. *et al.* TET-catalyzed 5-hydroxymethylcytosine regulates gene expression in differentiating colonocytes and colon cancer. *Sci. Rep.* **5**, 17568; doi: 10.1038/srep17568 (2015).

## Supplementary Material

Supplementary Data

## Figures and Tables

**Figure 1:**
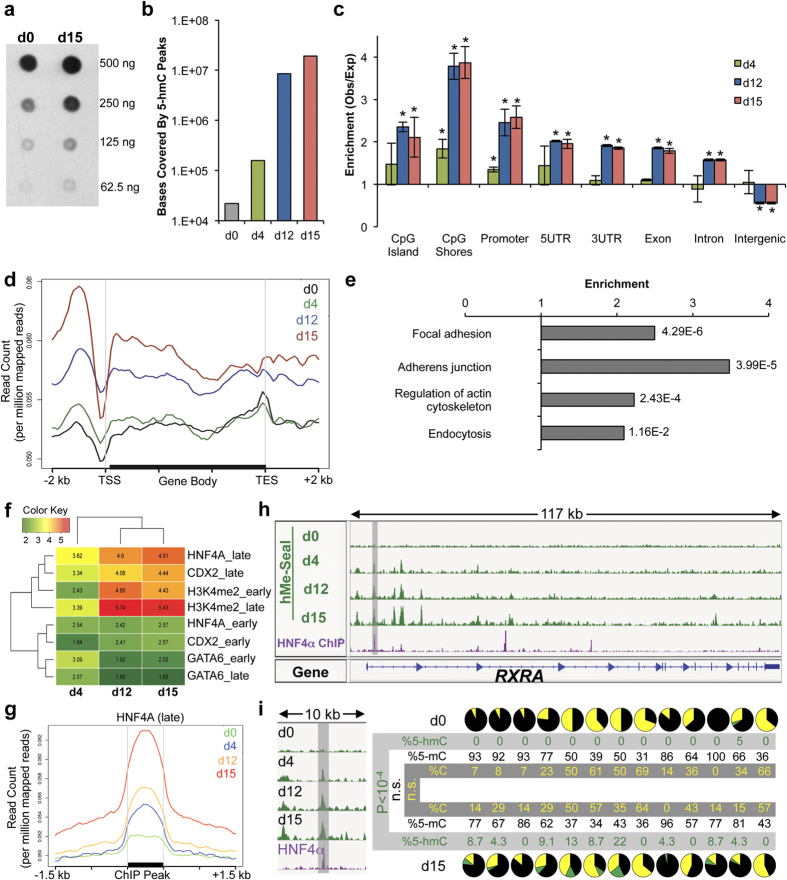
5-hmC is gained during differentiation at epithelial associated genes and transcription factor binding sites. (**a**) Dot blot analysis of 5-hmC quantity at days 0 and 15 of differentiation. Dot blot performed by biotinylation of 5-hmC followed by probing with Avidin-HRP. Dot blot representative of three replicates. (**b**) The number of bases covered by 5-hmC peaks at each day of differentiation. Data represent averages from two replicates. (**c**) Enrichment of 5-hmC at different genomic annotations. For each time point, enrichment is determined by calculating the observed overlap of hMe-Seal sequencing tags with each genomic element and then dividing this number by the expected value of overlap assuming a random distribution of 5-hmC. See methods for details. Error bars represent standard deviations of two replicates. *p < 0.001 in random permutation tests. (**d**) The 5-hmC profile over an average RefSeq gene at each time point. Data represent one replicate, for correlation between replicates see Fig. S1. (**e**) KEGG pathway analysis of genes with 5-hmC peaks at day 15. Values to the right of bar graphs represent FDR-corrected p-values. (**f**) Enrichment of 5-hmC at early and late binding sites of GATA6, CDX2, and HNF4A as well as positions marked by H3K4me2. hMe-Seal data acquired in T84 cells. Positions of GATA6, CDX2, HNF4A, and H3K4me2 were previously determined by ChIP-seq in proliferating and differentiated Caco2 cells (GSE23436)^14^. Enrichment values calculated by random permutation tests. (**g**) hMe-Seal sequencing profile around late HNF4A binding sites. hMe-Seal performed in T84 cells. HNF4A binding sites in differentiated Caco2 cells were previously published (GSE23436)^14^. (**h**) hMe-Seal and HNF4A ChIP-seq data at *RXRA*. hMe-Seal data acquired using T84 cells. HNF4A ChIP-seq data are from differentiated Caco2 cells (GSE23436)^14^. (**i**) TAB-seq data from the region shaded in (h) (hg19; chr9:137,220,139-137,220,610). From left to right, each pie chart represents a single CpG. Pie charts represent percent 5-mC (black), 5-hmC (green), and cytosine (gold). Percent 5-mC, 5-hmC, and cytosine were calculated following sequencing of at least 16 clones generated by PCR amplification of bisulfite or Tet-oxidized and bisulfite treated DNA. P-values calculated by chi-squared tests. See also Fig. S1 and Table S1.

**Figure 2:**
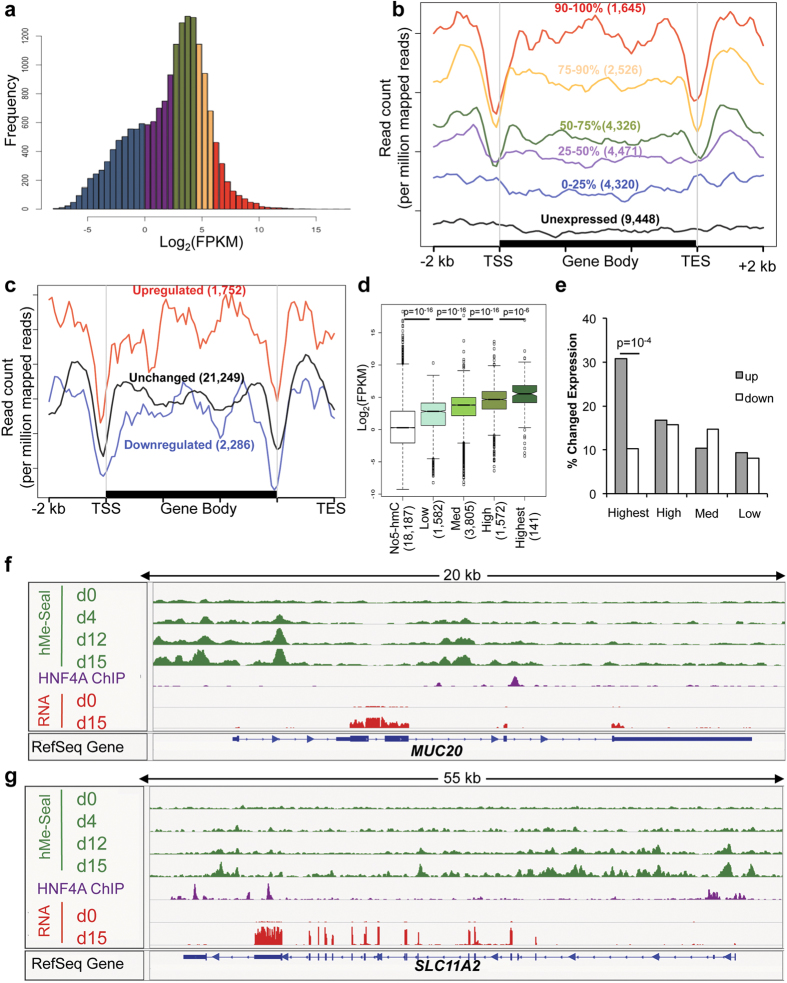
5-hmC is associated with highly expressed and induced genes. (**a**,**b**) Genes were separated by expression level at day 15 (**a**) and their 5-hmC profiles were plotted (**b**). The number of genes included in each subgroup is indicated in parentheses. (**c**) 5-hmC profile of upregulated, downregulated, and unchanged genes. The number of genes included in each subgroup is indicated in parentheses. (**d,e**) Genes were separated by 5-hmC density (see Fig. S2b) and expression level of these genes at day 15 (**d**) and percent of these genes up- or down-regulated over the time course (**e**) are plotted. The number of genes included in each subgroup is indicated in parentheses. P-value calculated by chi-squared test. (**f,g**) Examples of genes that gain expression and 5-hmC. HNF4A ChIP-seq data represent a previously published data set obtained from differentiated Caco2 cells (GSE23436)^14^. Genome-wide sequencing data presented in Fig. 2 are representative of one of two biological replicates. For correlation between replicates, see Figure S1.

**Figure 3:**
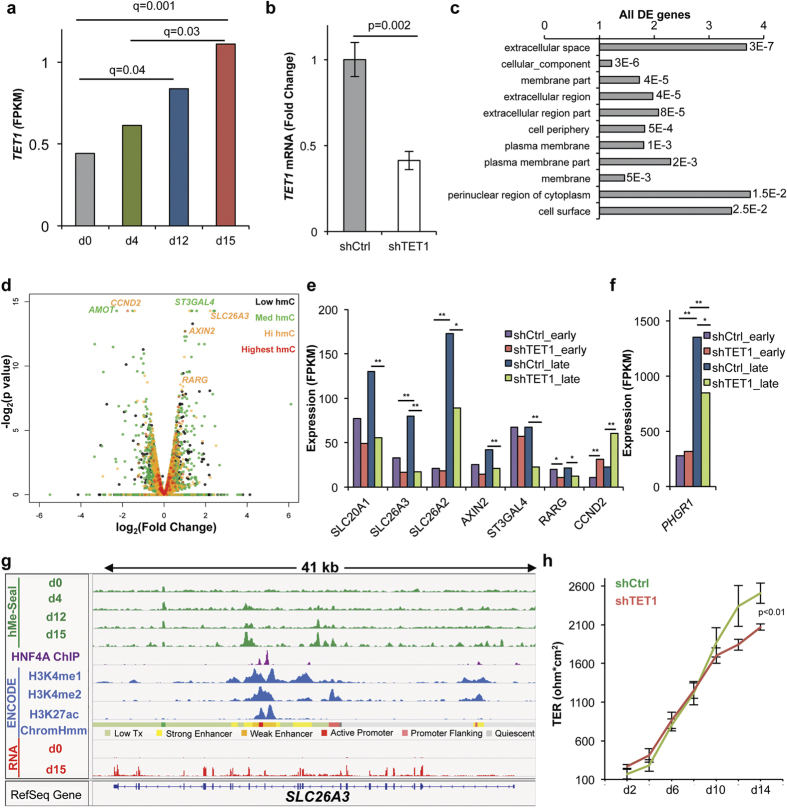
TET1 regulates gene expression in differentiating T84 cells. (**a**) *TET1* expression over the differentiation time course measured by RNA-seq in fragments per kilobase of transcript per million mapped reads (FPKM). Q-values represent FDR-adjusted p-values outputted by Cuffdiff. RNA-seq data from two biological replicates were used as input into the Cuffdiff program. (**b**) T84 cells stably expressing a *TET1* targeting shRNA were generated using lentivirus. *TET1* knockdown was quantified by qPCR (n = 3). Error bars represent standard deviations. P-value calculated by Student’s t-test. (**c**) GO cellular compartment analysis of all dysregulated genes in shTET1 relative to shCtrl cells at day 15. Values to the right of bar graphs represent FDR-corrected p-values. (**d**) Volcano plot analysis of differentially expressed genes between shTET1 and shCtrl cells at day 15. Analysis includes only genes with hydroxymethylation at day 15. Data represent analysis of RNA-seq data from two biological replicates. Fold change and p-values were outputted from Cuffdiff. (**e,f**) RNA-seq measured expression of selected genes with both hydroxymethylation and differential expression at day 15. Expression is measured as FPKM. Test statistics are FDR-corrected outputs from Cuffdiff analysis using two biological replicates, *q < 0.05, **q < 0.01. (**g**) Integration of 5-hMe-Seal data acquired in differentiating T84 cells with other epigenetic features at *SLC26A3.* Data for histone ChIP-seq and ChromHMM segmentation were obtained from ENCODE data sets from HepG2 cells (GSM798321, GSM733693, GSM33743). HNF4A ChIP-seq data represent a previously published dataset acquired using differentiated Caco2 cells differentiated (GSE23436)^14^. (**h**) TER measurements for T84 cells expressing a control or *TET1* targeting hairpin. Error bars represent standard deviations, p-value calculated by Student’s t-test (n = 3). See also Figure S3.

**Figure 4:**
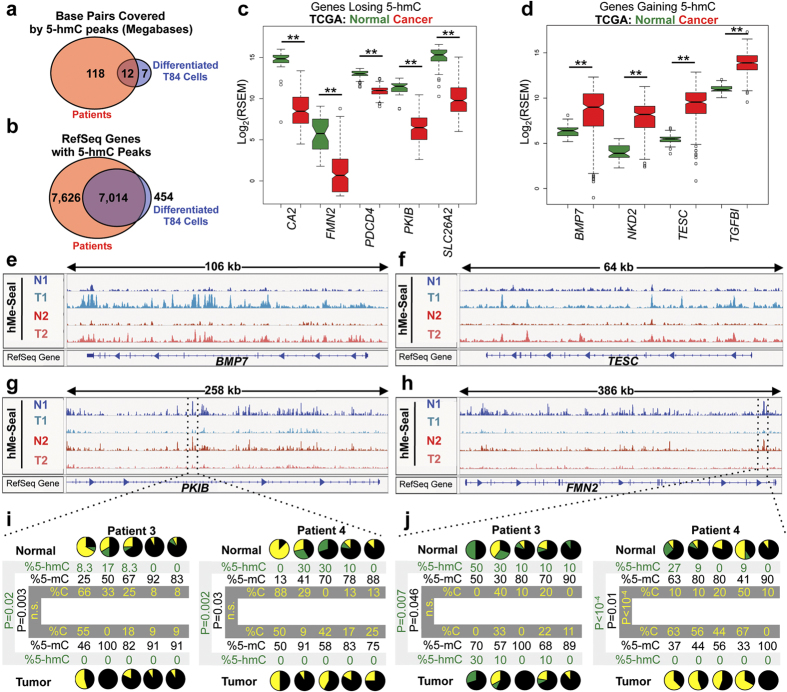
5-hmC regulates similar genes *in vivo* and is dysregulated in colon cancer. (**a**) Comparison of genomic regions covered by 5-hmC in differentiated colonocytes *in vitro* and primary human patient samples. Overlap is measured in number of bases with a called peak in both the *in vivo* and *in vitro* samples. Analysis was performed by first identifying regions with peaks in both normal patient samples and then comparing these positions to regions with peaks in both T84 cell replicates at day 15. (**b**) Comparison of genes with 5-hmC peaks in differentiated colonocytes *in vitro* and primary human patient samples. Genes with 5-hmC peaks were identified as any gene having a peak called by MACS1.4 in its gene body. Genes with peaks in both normal patient samples were identified and compared with genes with peaks in both T84 cell replicates. (**c,d**) Expression of selected genes losing and gaining 5-hmC in cancer. Data acquired from the TCGA. Units of expression are RNA-seq by expectation-maximization (RSEM). Test statistics were calculated by Wilcoxon rank-sum tests. **p < 0.001 following Bonferonni correction. **(e–h)** Examples of genes that lose and gain 5-hmC in paired tumor and adjacent normal samples. N1, N2 normal 1 and 2; T1, T2 tumor 1 and 2. (**I,j**) TAB-seq results of the region denoted in (g) and (h) (hg19; chr6:122,890,582-122,890,851 and chr1:240,622,715-240,622,914). From left to right, each pie chart represents a single CpG at day 0 or day 15. In pie charts, black represents 5-mC, green represents 5-hmC, and gold represents cytosine. Experiments performed using independent patient samples. P-values calculated by chi-squared tests. See also Figure S4.

How the deposited data were processed for this re-analysis (not part of the article)

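The data are RNA-seq expression values of T84 cells, an established human colon carcinoma line, at day 0 and day 15 of differentiation in culture. The authors extracted total RNA, made poly(A)-selected libraries, mapped the reads to hg19 with Bowtie2 and TopHat2, calculated expression with Cufflinks and compared time points with Cuffdiff, using an Ensembl gene annotation. The submitters' processing notes name Cufflinks 2.2.1, and MACS 1.4, which belongs to the 5-hmC data. The versions of the aligners, the Ensembl release and the treatment of strand are not given in the sources used here. The deposited table gives FPKM, the fragments per kilobase of transcript and scaled to the mapped reads, as the authors calculated it, with 1 value per entry at day 0 and 1 at day 15. It holds no fold, p-value or q-value. No further column of sample values was left unused. The paper describes 2 biological replicates per day as input of Cuffdiff, its Fig. 2 legend gives data of 1 of 2 replicates, and the labels give 1 RNA-seq sample per day, so it is not known whether a value stands for 1 culture or for both. The hMe-Seal, TAB-seq, knockdown and patient experiments and the days between 0 and 15 were not analysed here.

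The table has 60118 entries with 53622 different names, and 6496 entries repeat an earlier name. In 1576 entries several genes are joined, which is how Cufflinks reports overlapping loci, and 29 names have been turned into dates by a spreadsheet. Gene types and coordinates were taken from GENCODE release 44 on GRCh37, the build the authors used. Of all entries, 38065 have a gene type, 1902 of them through an older symbol listed by RefSeq, 19167 are protein-coding, and 20213 were not matched. Joined entries were left out of the gene lists. Where a symbol has several entries, the one with the highest mean was used. FPKM sums to 2090448 at day 0 and 2156611 at day 15. The depth of the libraries is unknown, no read counts can be recovered from the values, and no interval is given for any value.

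No test was possible with 1 value per gene and day. What was computed from the deposited FPKM is the log2 ratio of FPKM + 1 at day 15 over day 0, the plain fold where both values are above 0, and counts of genes at or past 2-fold on the log2 scale among the 19267 entries with a mean FPKM of at least 1. A gene list is described by the number of members higher, lower and neither, by its median log2 ratio, and by the percentile of this median among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile describes these 2 sets of values and is not a test of the difference between the days. A second percentile, against random lists of protein-coding genes, and another, matched also on transcript length and GC content (10 bins of expression and 5 each of length and GC), were added after the values were seen. Day 15 expression classes are bounded by the 25th, 50th, 75th and 90th percentiles of the entries above 0. The calculation was tested on simulated data for day 15 against day 0. Of 19267 genes, 200 with a mean FPKM of at least 5 were changed by 4-fold, and 100% of these and 0% of the others were called. The simulated noise was narrower than the spread of the real log2 ratios, whose 25th and 75th percentiles were −0.59 and 0.86. These shares therefore check the calculation and give no error rate for the 2-fold counts. Of simulated lists of 40 genes with no shift, 5% had a median outside the central 95% of random lists. Of such lists shifted by 0.5 on the log2 scale, 83% did. The simulated values were independent between genes, which members of a real list need not be. These 2 shares therefore also check the calculation only.

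The 35 gene lists, the thresholds and the rule for named genes were fixed before the data were examined. The lists are not KEGG pathway sets, and the paper's KEGG analysis was not repeated. The rule takes every gene the paper names, *TET1*, *TET2*, *TET3*, *DNMT1*, *DNMT3A*, *DNMT3B* and *UHRF1*, the 10 largest ratios up and down, up to 3 members of each list in each direction, and the 10 entries with the highest FPKM on each day. Because the largest ratios came from entries listed at 0 on 1 day and most of the highest values from small RNAs or loci that contain them, the same selections were repeated for protein-coding genes (above 0 on both days for the ratios) after the values were seen. The alternatives tried were pseudocounts of 0.1 and 0.01, 3 other scalings of the libraries, no filter on low values or a mean FPKM of at least 5, thresholds of 1.5-fold and 4-fold, summing entries of a symbol, and a minimum of 0.1 or 1 FPKM for an expressed gene. Added later were a scaling that sets the protein-coding median to 0, and counts over protein-coding genes, over RefSeq names, and over entries above 0 on both days. Calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.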

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

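The tests of length and GC content for oxidative phosphorylation, nucleotide synthesis, cell cycle and hypoxia were set out before their results were seen. The same comparison for other lists was not set out beforehand, and the test of the scaling was chosen after. The paper reports MAPK and metabolic pathways from these RNA-seq data in its text, and its topics include colonocyte differentiation and transcription factors. Outside these topics, 7 gene lists stood apart from random lists of the same expression, outside their central 95% both among all entries and among protein-coding genes. They are DNA replication and cell cycle (median log2 ratio −1.60, 44 of 51 lower), histones (−2.08), interferon response (−1.31), hypoxia response (1.17), goblet cell and mucin (1.1), the unfolded protein and amino acid stress response (0.54) and S100 proteins (−1.44). With 1 value per gene and day, none of these differences has a replicate check.

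In the stress response list, 8 of 25 genes were higher and 1 was lower. The higher ones were led by *ATF3* (FPKM 33.4 at day 0 and 276 at day 15) and *DDIT3* (38.1 and 180), transcription factors of the stress response, and *HERPUD1* (52.6 and 200), which acts in the degradation of misfolded proteins. The lower one was *PSAT1*, of serine synthesis (45.7 and 21.3). Of 12 S100 calcium-binding protein genes, 8 were lower and none was higher, for example *S100A4* (65.9 and 9.56, 6.89-fold lower) and *S100A16* (228 and 50.5). S100 transcripts are short (median 617 bases), and random lists matched on length and GC content had a median of −0.88, with the S100 median at the 2.15th percentile of them. Histone transcripts are shorter still (median 486 bases) and usually lack a poly(A) tail, and the matched lists had a median of −1.16, above that of the 50 protein-coding histone genes (−2.15). The goblet cell and mucin list lay above all matched lists.

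The oxidative phosphorylation, nucleotide synthesis and cell cycle lists were low and the hypoxia list high. Transcript length and GC content were examined because short protein-coding transcripts were lower at day 15. Of these lists only oxidative phosphorylation has short transcripts. Median lengths were 3148 bases for nucleotide synthesis, 2966 for cell cycle and 3516 for hypoxia. These fall in the middle of 5 length classes (2786 to 3994 bases), whose median log2 ratio was −0.15. Length alone was therefore an unlikely cause for them from the start. The 4 list medians of the log2 ratio were set against random protein-coding lists matched on expression, length and GC content. Those of nucleotide synthesis and of cell cycle lay at percentile 0, hypoxia at percentile 100 and oxidative phosphorylation at percentile 0.55. Length and GC content therefore do not account for the whole of the nucleotide synthesis, cell cycle or hypoxia difference. For oxidative phosphorylation the test cannot decide, because length was matched in only 5 bins. Its transcripts are short (median 860 bases), and the shortest of 5 length classes of protein-coding genes spans 294 to 1815 bases. For oxidative phosphorylation most of the difference is shared with protein-coding transcripts of similar expression, length and GC content. Its matched lists had a median of −1.03 against −1.30 for the 56 members with a length. Protein-coding lists matched on expression alone had a median of −0.68. The authors' scaling of the libraries would need a single factor to move all 4 lists, and their highest and lowest medians lie 2.77 apart on the log2 scale, which a factor leaves in place. A difference between proliferating and differentiated cells stays open as a hypothesis. So does any technical difference between the days, which 1 value per gene and day cannot show.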

How the results depend on the processing

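With no replicates, a log2 value is counted as moved past 1.5-fold, a number past 1.5 times and a share past 10 percentage points. Where no cause is named, the cause was not tested. No paired analysis was possible because each day has 1 value per gene. Leaving out replicates, a replicate block and other q-value thresholds were not run, since the table holds neither replicates nor q-values. The unknown depth limits what can be said of genes near 0 FPKM. The protein-coding scaling, protein-coding genes only, RefSeq names and entries above 0 on both days were chosen after the values were seen.

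The medians of the oxidative phosphorylation, TCA cycle, nucleotide synthesis, cell cycle, histone, interferon, hypoxia and colonocyte lists kept their direction under every alternative run on them and moved by less than 1.5-fold. Summing entries of a symbol moved none of 120 values, and counting only entries above 0 on both days none of 10. Equal 75th percentiles moved 4 of the values, none of them a list median or a total. As deposited, the median of all entries was 0.14, and it became 0.22 with equal 75th percentiles, 0.09 on the TPM scale and 0.33 with the protein-coding median set to 0.

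At a pseudocount of 0.1 the log2 ratio was 1.16 for *TET1* and 4.19 for *FXYD1*, and the median 1.91 for goblet cell and mucin genes and 1.72 for endothelial genes. At 0.01 these were 1.31, 4.56, 2.00 and 1.89. A smaller pseudocount enlarges ratios of weakly expressed genes by construction.

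With the median of all entries set to 0, the protein-coding share higher was 24.5%, the MAPK signaling median −0.15 and the junction median −0.0387. With both days scaled to TPM, which equalizes the FPKM sums, MAPK signaling was at −0.0356 and *FXYD1* at 1.90. This setting also makes values smaller on both days, so the pseudocount weighs more, and the effect of the sums alone was not separated. With the protein-coding median set to 0, 71.3% of all entries and 51.4% of protein-coding genes past 2-fold were higher, and the medians were 0.11 for glycolysis, 0.0106 for focal adhesion, 0.10 for solute carriers and 0.0777 for ribosomal proteins, all below 0 as deposited.

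Without a filter, medians were 0.00707 for protein-coding genes, 0.12 for fibroblast, 0.0741 for endothelial, 0.0447 for mesenchymal and 0.0465 for solute carrier genes. At a mean FPKM of at least 5, 2354 entries and 685 protein-coding genes were higher, fewer being counted, and medians were −0.14 for all entries, −0.0826 for MAPK signaling, −0.57 for fibroblast, −2.22 for mesenchymal, −0.0255 for the paper's cancer genes and −0.99 for ribosomal proteins.

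At 1.5-fold, 6465 entries were higher and 4823 lower (protein-coding 2022 and 3543). At 4-fold, 1379 were higher and 570 lower (70.8% higher; protein-coding 177 and 216, 45.0% higher). Over protein-coding genes only, 1029 were higher, 34.5% of those past 2-fold, with a median of −0.20. Over RefSeq names, 2126 were higher, 48.3%, with a median of −0.0619.

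Of the day 15 levels, a minimum of 0.1 FPKM gave a 25th percentile of 0.679 and a 50th of 3.38. A minimum of 1 FPKM gave 19938 entries and percentiles of 3.00, 9.14, 25.6 and 63.6. Protein-coding genes only gave 14981 above 0, 4186 at 0 and percentiles of 0.776, 7.15 and 21.4 for the 25th, 50th and 75th. RefSeq names gave 20492 above 0, 13799 at 0 and a 50th percentile of 4.48.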

Differences from the paper's values

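The paper compared time points with Cuffdiff and states no fold or q threshold for its counts of changed genes, and no minimum for its expressed genes. The counts of changed genes here use 2-fold on the log2(FPKM + 1) scale, so the thresholds can differ. The paper describes its changed genes as changed over the time course, which includes days 4 and 12. It says that the sequencing data of Fig. 2 represent 1 of 2 replicates. The time points and the replicates behind its counts can therefore differ too. So can the set of genes. The paper used an Ensembl annotation for expression and RefSeq genes to quantify hydroxymethylation, and the panels with its counts show hydroxymethylation profiles. Which set its counts cover is not stated. The counts here start from all 60118 entries, small RNAs and pseudogenes included, of which 34291 have a RefSeq name. All of the paper's values in this part were read by eye from its figures. The FPKM of *TET1* is 0.443 at day 0 and 1.11 at day 15, and the paper's is about 0.44 and about 1.1 in Fig. 3a, read by eye, whose legend gives both replicates as input of Cuffdiff.

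At day 15 against day 0, 4028 entries were higher, and the paper's number of upregulated genes is about 1800 in Fig. 2c, read by eye. Of the alternatives set before the data were examined, a mean FPKM of at least 5 (2354) and a 4-fold threshold (1379) came within 1.5 times of it, and the other pseudocounts, scalings, filter, 1.5-fold threshold and summing of symbols did not, with 2888 to 6465. Counting RefSeq names only, chosen after seeing the values, gave 2126, while the others chosen then were not within 1.5 times, with 1029 for protein-coding genes, 3243 for entries above 0 on both days and 5041 with the protein-coding median set to 0. Counting RefSeq names leaves out joined entries, which here means the entry of *FXYD1*, 1 of the 6 genes the paper names as gaining expression. The paper's number of downregulated genes is about 2300 in Fig. 2c, read by eye, and 2772 entries were lower, within 1.5 times of it. It was no longer within 1.5 times at 4-fold (570) or at 1.5-fold (4823), so the 4-fold threshold brings 1 count closer and moves the other away.

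Entries that were neither higher nor lower numbered 12467, and the paper's number of unchanged genes is about 21000 in Fig. 2c, read by eye. No filter (28142) and a 4-fold threshold (17318) came within 1.5 times of it, and the other alternatives set before the data were examined did not, with 7865 (at a mean FPKM of at least 5) to 13798. None of those chosen after seeing the values did, with 7745 to 12467.

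At day 15, 27166 entries were listed at 0, and the paper's number of genes not expressed is about 9400 in Fig. 2b, read by eye. No alternative set before the data were examined came within 1.5 times, with 21306 to 40180. Of those chosen after seeing the values, RefSeq names only gave 13799, within 1.5 times, and protein-coding genes only gave 4186, which is not.

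The expression classes held 8238, 8238, 8237, 4943 and 3296 entries from lowest to highest. The paper's classes hold about 4300, about 4500, about 4300, about 2500 and about 1600 genes in Fig. 2b, read by eye. Of the alternatives set before the data were examined, a minimum of 1 FPKM for an expressed gene came within 1.5 times in every class (4985, 4984, 4984, 2991 and 1994), and a minimum of 0.1 FPKM and summing entries of a symbol did not in any. Both alternatives chosen after seeing the values also did, with 3745, 3745, 3745, 2247 and 1499 for protein-coding genes and 5123, 5123, 5123, 3073 and 2050 for RefSeq names, and both leave out joined entries such as that of *FXYD1*.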

Other observations

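In this part, the tests of genomic DNA, of short entries, of coarse values and of failed estimates were chosen after results were seen, and those of low expression and of unspliced RNA before.

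The paper names genes that responded to *TET1* knockdown. Over differentiation without knockdown, 4 of the 8 with an entry of their own were higher at day 15 and none was lower (median log2 ratio 1.38). They were the anion exchanger *SLC26A3*, *SLC26A2*, the phosphate transporter *SLC20A1* (FPKM 115 at day 0 and 601 at day 15) and *PHGR1* (112 and 454). *ST3GAL4* had 23.8 and 40.9, *RARG* 11.0 and 9.80, *CCND2* 102 and 83.2, *AMOT* 14.2 and 12.5, and *AXIN2*, in a joined entry, 47.4 and 65.4. Of the 6 genes whose transcription factors or binding sites the paper examines, none passed 2-fold (median 0.47): *RXRA* had 8.52 and 15.3, *VAV2* 9.01 and 15.3, *GNA12* 18.2 and 19.6, and *GATA6* 18.0 and 21.5. Of the paper's genes with changes in colon cancer, 2 of 8 were higher, *SLC26A2* and *PDCD4* (35.3 and 85.2), and 2 were lower, *TESC* and *BMP7* (29.6 and 13.8), with a median of 0.32 that turns to −0.0255 at a mean FPKM of at least 5. *PKIB* had 2.34 and 5.31, *NKD2* 7.04 and 11.7, *TGFBI* 183 and 119, *CA2* 5.08 and 4.97, and *FMN2* was listed at 0 and at 0.0206. The study chose these genes, in part on these samples.

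Of 32 tight and adherens junction genes, 4 were higher, including cingulin *CGN* (25.5 and 68.2) and *CLDN23* (3.79 and 11.4), and 2 were lower, the pore-forming claudin *CLDN2* (25.1 and 4.73) and *PARD6A* (3.80 and 0.789), with a median of 0.12 that turns to −0.04 with the median of all entries set to 0. Of 63 genes of focal adhesion and the actin cytoskeleton, 9 were higher and 11 were lower (median −0.20, or 0.01 with the protein-coding median set to 0). The laminin chain *LAMB3* (91.2 and 1059) and thrombospondin *THBS1* (53.6 and 306) were higher, and caveolin *CAV1* (9.97 and 1.25) and profilin *PFN1* (432 and 121) lower. Xenobiotic and lipid metabolism was divided, with 11 higher and 11 lower of 46 (median −0.22). *CYP3A5* (34.6 and 320) and *CYP4F2* (0.450 and 7.59) were higher, and *CYP1A1* and *ADH1C* (4.24 and 0.573) lower. Of 230 solute carriers, 45 were higher and 30 were lower (median −0.10, or 0.10 with the protein-coding median set to 0), the lower ones led by *SLC38A5* (42.0 and 6.31). Of 19 keratin entries, 3 were higher and 4 lower (median −0.43), and *KRT18* was lower (8887 and 1668). Of 339 zinc finger genes, 26 were higher and 5 lower (median 0.23). Of 199 ribosomal protein entries, pseudogenes included, 36 were higher and 54 lower (median −0.11, or 0.08 with the protein-coding median set to 0). Their 80 protein-coding genes had a median of −1.03, at the 50.6th percentile of lists matched on expression, length and GC content. None of the 4 mitochondrial chromosome entries that are not joined passed 2-fold (median −0.28), while the joined entry of *MT-TA*, *MT-TC*, *MT-TN* and *MT-TY* did (130237 and 318249).

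Few markers of other cell types reached a mean FPKM of 1. These were 4 of enteroendocrine, Paneth and tuft cells (median 0.59, none past 2-fold), 6 of fibroblasts and smooth muscle (0.74, but −0.57 at a mean FPKM of at least 5), 3 of endothelium (0.95, but 0.0741 without the filter), 3 of mesenchymal transition (−0.62, but 0.0447 without the filter) and 1 of immune cells, *LYZ* (5.18 and 9.90), which is also a Paneth cell gene. In the fibroblast list *COL6A1* was higher (0.899 and 8.89) and *TAGLN* lower (29.7 and 6.36). *VIM*, which the paper uses as a negative marker of colonocyte isolation, had 0.245 and 1.71.

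Entries of non-coding types leaned higher at day 15 (median log2 ratio 0.88) and protein-coding genes lower (−0.20, but 0.00707 without the filter and 0 by construction with their own median as the scaling). Low FPKM is argued against, since within 20 bins of mean FPKM the medians still differed by 1.1. Short length as the whole cause is too, since the 604 non-coding entries of 1000 bases or more lay 0.71 above protein-coding genes. Bins of FPKM do not match read numbers, because 2118 non-coding entries were under 200 bases and the depth is unknown. Low read numbers were therefore not tested. More genomic DNA at day 15 is argued against by olfactory receptor genes, whose mean gain in FPKM was 0.0172 times the median gain of non-coding entries of 1000 bases or more. Unspliced RNA stays open, because non-coding entries inside protein-coding genes lay only 0.18 above those outside, between the bounds set for either outcome. A difference between proliferating and differentiated cells was not separated from a technical difference between the days.

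A further pattern is that 101 entries had an FPKM of 100 or more on 1 day and were listed at 0 on the other, 81 of them at day 0. Of those with a length, 96.0% were under 200 bases, against 25.7% of entries at 100 FPKM or more on 1 day and at least 1 on the other, which is consistent with coarse values of entries near the fragment length. Failed estimates cannot be told apart from true low values, since among entries of 200 bases or more 4 were at exactly 0 and 3 between 0 and 1 FPKM, a difference of 1. *RN7SK* and *MALAT1* are among those 4. No biological explanation was tested.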
